A study of Gallus gallus with 3 samples. Its data were reported in "Let-7b regulates the expression of the growth hormone receptor gene in deletion-type dwarf chickens" (2012).

How the data were processed

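The series holds 3 two-colour miRNA arrays of leg muscle from 14-day-old embryos, designed on miRBase and made by LC Sciences. Each array was hybridised with RNA from 1 dwarf and 1 normal pool of 3 embryos, and the labels give the dye of each pool. The study's methods state that skin and bone were removed and that the embryos were female.

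The deposited scanner values are linear spot intensities, the mean density of each spot in each channel, with no background subtracted. Commas inside the numbers were removed. The authors also deposited log2 ratios per miRNA and array, made by background subtraction and LOWESS. The methods give the log2 scale, and the sample titles write the ratio as normal over dwarf. Set against the scanner values of each channel, they follow dwarf over normal on all 3 arrays, with Pearson r of 0.965, 0.860 and 0.912 over 127 miRNAs and slopes of 1.14, 1.28 and 0.96. Their medians over all miRNAs were 0.04, 0.03 and -0.13, and the methods call the ratios balanced without saying how they were centred. No column was left without a sample.

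Each array has 3968 spots, of which 3252 are miRNA spots, 424 are empty, 268 are spike-in controls and 24 are 5S ribosomal RNA controls. The files used here give no background per spot, so the background was handled from the foreground intensities, which departs from the planned correction on foreground and background. The main values used normexp with an offset of 50 on all spots, loess within each array with weight 0 for controls, and the mean of 6 spots per miRNA. For signals and detection, the median empty spot of the channel was subtracted. miRNAs whose mean signal over the 6 channels exceeded 32 were tested, 127 of 542. The sign was turned on array 2. The offset pulls ratios of dim miRNAs toward 0, so folds are understated there. Normalised channel signals were taken after loess and Aquantile and include the offset.

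limma 3.58.1 in R 4.3.3 was used with lmFit and eBayes, which had 2 residual and 1.82 prior degrees of freedom, and with Benjamini-Hochberg adjustment at 0.05. Detected counts were compared with a two-sided exact sign-flip test. In the separate channels, pools of one array, which share a hybridisation, deviated together from their strain means, with correlations of 0.613, 0.234 and 0.307. The cause was not tested, and the ratio within an array uses this pairing. Named miRNAs were the study list in full, then the 5 largest in each direction past the threshold with one sign on all arrays, and, with fewer than 3 passing, the 3 smallest p in each direction.

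The fit was tested on simulated data with the spreads of these 127 miRNAs, in 50 runs per setting. With 20 miRNAs changed by 1 on the log2 scale, 31.6% were recovered, and 6.78% of calls were false. With a change of 2, 77.5% were recovered and 4.44% of calls were false. The fitted ratio was 0.781 and 0.772 of the true one. With no change, 1 of 50 runs made a false call.

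Alternatives were plain subtraction with a floor of 32, an offset of 16, median centring, no normalization, Aquantile, loess on detected miRNAs, the median of spots, no filter or a filter at 100, a dye coefficient, an intensity trend, no moderation, separate channels, the methods' t-test, the authors' table, and leaving out each array. The design, these alternatives, the study list and the let-7 and muscle lists were fixed before the data were examined. Lists of epithelial, erythroid and white blood cell miRNAs, and the study's lists of miRNAs higher or lower at 7 weeks, were written after the ratios had been examined. Gene neighbours come from a RefSeq gene table of assembly GRCg7b, which was used for names only. Other arrays of the study were not analysed here.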

Results

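MicroRNA (miRNA) levels were measured in leg muscle of 14-day-old chicken embryos from a dwarf and a normal strain of recessive White Rock chickens. Dwarf birds carry a deletion in the growth hormone receptor gene (GHR), and the comparison asked which miRNAs differ between the strains before hatching. Each of 3 arrays was hybridised with 1 dwarf pool and 1 normal pool, and each pool held RNA from 3 embryos. The dwarf pool carried the dye Cy5 on arrays 1 and 3 and the dye Cy3 on array 2. The array is the replicate, so n = 3, and this number limits the precision of every value below. All ratios are dwarf over normal on the log2 scale, and they are relative within an array.

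Each array carried 542 chicken miRNAs with 6 spots each. The median empty spot read 134, 105 and 170.2 in the Cy3 channel of arrays 1, 2 and 3, and 57.8, 36.1 and 51.9 in the Cy5 channel. After subtraction of these medians, the median signal of the tested miRNAs was 938, 181.8 and 2600.1 in the normal pools and 301, 599 and 642 in the dwarf pools of arrays 1, 2 and 3. No spot reached the limit of the scanner.

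The number of miRNAs with a signal over 32 was compared between the strains. The normal pools of arrays 1, 2 and 3 had 125, 90 and 142 such miRNAs, and the dwarf pools had 101, 124 and 117. The mean was 119 ± 26.5 (SD, n = 3) in normal pools and 114 ± 11.8 (SD, n = 3) in dwarf pools. The mean difference within arrays, dwarf minus normal, was -5, with a two-sided exact sign-flip p of 1, and 3 arrays cannot give a p under 0.25. The strain with fewer detected miRNAs was not the same on all arrays. The pool labelled with Cy5 had fewer on all 3, with 103 ± 13.6 (SD, n = 3) in Cy5 and 130.3 ± 10.1 (SD, n = 3) in Cy3. After loess normalization the mean difference was 2.67. Across all 6 pools 85 miRNAs were over 32 in every pool, and 393 were over 32 in none. No miRNA was over 32 in all pools of one strain and in no pool of the other.

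**Figure D1:**
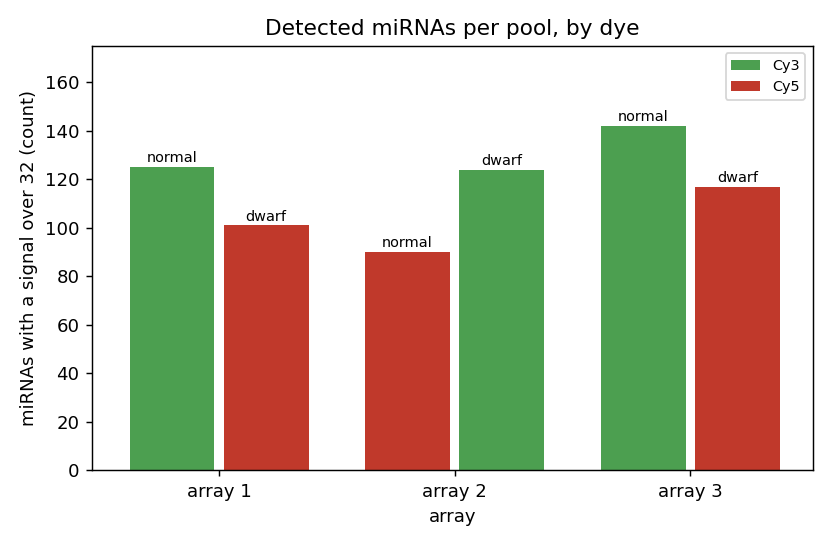
Number of miRNAs with a background-subtracted signal over 32 in each pool, by array, with the strain written over each bar and the dye shown by its colour. The Cy5 bar is the lower one on each array, at 101, 90 and 117 miRNAs.

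The ratios of 127 miRNAs, those whose mean signal over the 6 channels exceeded 32, were tested with limma. No miRNA passed an adjusted p of 0.05, and the smallest adjusted p was 0.234. At an unadjusted p under 0.05 there were 14 miRNAs, 7 higher and 7 lower in dwarf embryos. The methods' t-test on normalised channel values, not ratios, gave 1 miRNA, miR-1623, at its stated threshold and 0 after Benjamini-Hochberg adjustment. With the threshold set at 0.05 and no adjustment, that count was 3. The study itself lists miR-181b, whose p there is over the stated threshold. A dye coefficient in the limma fit moved the adjusted count most, to 3 miRNAs, namely miR-203, miR-205a and miR-451. Of these, miR-205a and miR-451 fall outside the rule for named miRNAs and were named after their values were seen. The ratio had one sign on all 3 arrays for 41 miRNAs, or 32.3%, where chance gives 25%. The median SD of a ratio between arrays was 0.33, and the median SD between spots of one array was 0.13.

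Of the miRNAs named in the study, miR-1623 is lower in dwarf embryos here with the smallest p of the 127. Its target sequence on the array is GCAGGCACAGACAGGCAGUA. In the GRCg7b gene table it lies inside no other gene, and NEO1 and HCN4 are the nearest. Its log2 ratio was -1.11 (SE 0.14, limma adjusted p 0.234), with -1.33, -0.94 and -1.05 on the 3 arrays. The normalised channel signal was 4837 ± 1174 (SD, n = 3) in normal pools and 2214 ± 242 (SD, n = 3) in dwarf pools, and the ratio corresponds to a signal 2.15-fold higher in normal pools. Adjusted over the list alone, 1 of the 7 listed miRNAs passed, miR-1623, with a limma adjusted p of 0.0129. The study chose miR-1623 and miR-181b on these arrays, so that value is not independent evidence. Over all tested miRNAs 0 of the 7 passed. Without array 1, without array 3 and without variance moderation, 0 of the 7 passed over the list alone.

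The ratio of miR-181b was -0.49 (SE 0.20, limma adjusted p 0.413), with -0.77, -0.66 and -0.03 on the 3 arrays. Its normalised signal was 7732 ± 1397 (SD, n = 3) in normal pools and 5473 ± 587 (SD, n = 3) in dwarf pools. The ratio of let-7b was -0.24 (SE 0.19, limma adjusted p 0.754), with -0.16, -0.63 and 0.06 on the 3 arrays. It was -0.05 without array 2 and -0.39 without array 3, and ranged from -0.66 to -0.05 over the alternatives. The ratio of miR-128 was -0.20 (SE 0.12, limma adjusted p 0.62), lower on 3 of 3 arrays. The study named let-7b, miR-181b, miR-15c, miR-16 and miR-16c for GHR. For the last 3 of these the ratio was -0.02 (SE 0.14) for miR-15c, 0.17 (SE 0.12) for miR-16 and 0.12 (SE 0.13) for miR-16c, with limma adjusted p of 0.973, 0.669 and 0.825. The sign of miR-15c changed with the offset, and that of miR-16 and miR-16c without normalization.

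Since none passed, the 3 miRNAs with the smallest p in each direction are named. The lower ones beside miR-1623 were miR-466 at -0.52 (SE 0.12) and miR-1759 at -1.13 (SE 0.28), each with a limma adjusted p of 0.324. The higher ones were miR-429 at 1.47 (SE 0.36), miR-203 at 3.38 (SE 0.84) and miR-200b at 2.24 (SE 0.57), each with a limma adjusted p of 0.324. Over the alternatives miR-429 ranged from 0.92 without normalization to 3.31 in the authors' table. All 5 kept one sign on 3 of 3 arrays. The ratios of miR-203 were 2.71, 5.62 and 1.82 on arrays 1, 2 and 3. In the normal pool of array 2 its signal was 257, against 10961 and 14021 in the other normal pools, so array 2 carries much of that mean. Without array 2 the ratio of miR-203 was 2.26. In that pool miR-429 and miR-200b were not over 32. miR-429 and miR-200b lie in the same gene, TTLL10, in the GRCg7b gene table.

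**Figure D2:**
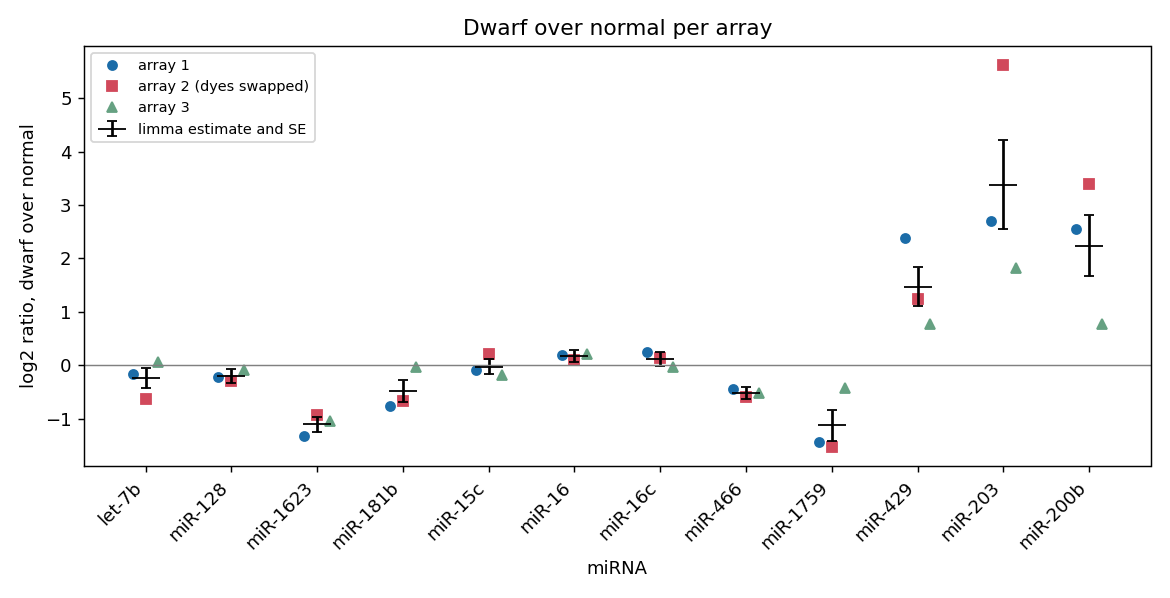
Log2 ratio of dwarf over normal for the 12 named miRNAs on each array, with the limma estimate and its standard error. miR-1623 lies at -1.33, -0.94 and -1.05, and miR-203 ranges from 1.82 to 5.62.

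The let-7 and muscle lists, fixed before the data were examined, were tested as sets with limma's fry. The 8 tested members of the let-7 family had a median ratio of -0.01, with 4 higher in dwarf embryos and an adjusted p of 0.926. The 6 tested muscle miRNAs had a median ratio of -0.18 and a mean of -0.11, with 1 higher and an adjusted p of 0.926. Under camera both sets had an adjusted p of 0.911, so neither test called a set. The medians of the muscle list were -0.84, 0.42 and -0.25 on arrays 1, 2 and 3. Without array 1 its median was 0.10.

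The dye was tested on the ratio of Cy5 over Cy3. limma called 0 miRNAs after adjustment and 12 at an unadjusted p under 0.05. Without normalization it called 108, a difference that loess removes by construction. Across the 127 miRNAs, which are not independent replicates, the turned ratios of arrays 1 and 2 had a Pearson r of 0.442 (Spearman rho 0.282), arrays 1 and 3 an r of 0.613 (rho 0.451) and arrays 2 and 3 an r of 0.169 (rho -0.0547). Without the 6 tested miRNAs of an epithelial list, r was 0.123, 0.558 and -0.168 in the same order.

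**Figure D3:**
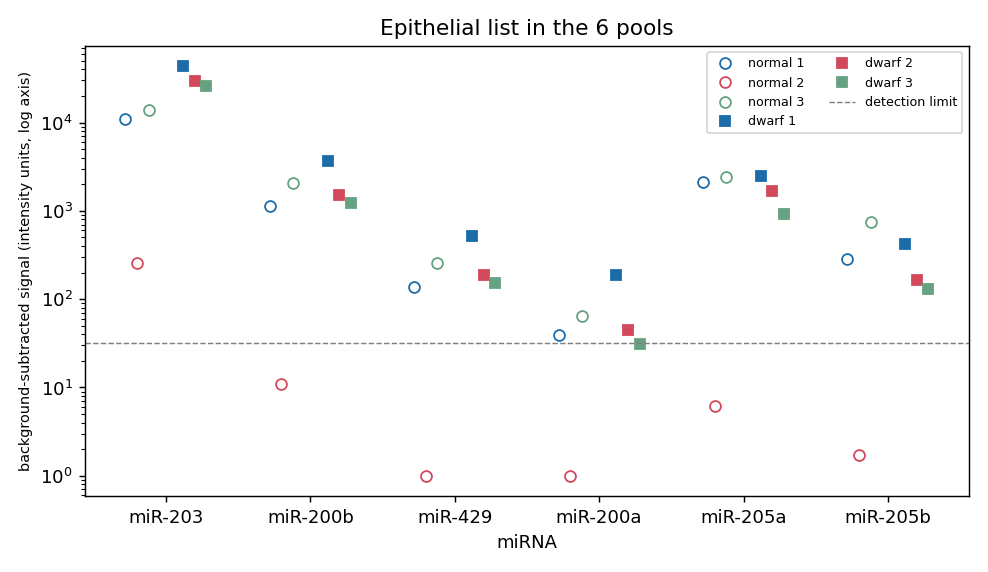
Background-subtracted signal of 6 miRNAs of an epithelial list in the 6 pools, on a log axis, with the detection limit of 32 as a dashed line and values under 1 drawn at 1. The normal pool of array 2 lies under the limit for each of them except miR-203, at 257.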

Values the study reported

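The study reported 124 detected miRNAs in dwarf embryos and 125 in normal embryos at 14 days. For miR-1623 in 14-day-old embryos it gave a signal of 4,755 ± 837 in normal and 2,184 ± 302 in dwarf birds, a fold change of 2.18 for normal over dwarf. For miR-181b it gave 7,741 ± 900 in normal and 5,284 ± 588 in dwarf birds, a fold change of 1.46.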

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

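The tests in this part were all chosen after the results were seen. Both results below are signals in control spots, whose ratios entered no comparison. The empty spots served to set the background.

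One empty spot of array 2, in row 24 and column 21, read 621.8 in Cy3 and 549.6 in Cy5, where the median empty spot read 105 and 36.1 and the next brightest read 124 and 41.5. At the same place arrays 1 and 3 read 159 and 174 in Cy3. Brightness in both channels on 1 array is consistent with debris or spill at that spot, with the Cy5 value of 549.6 as the test. A single spot moves no median used here, and no biological explanation was tested.

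The 5S ribosomal RNA control probes reached a mean intensity of 52483, far above empty spots, as positive controls are made to do. After loess their mean ratio of dwarf over normal was 0.35, -0.17 and 0.48 on arrays 1, 2 and 3, with a mean of 0.22 ± 0.34 (SD, n = 3), so the difference between strains was within the spread between arrays. The ratio of Cy5 over Cy3 was above 0 on each array, at 0.17 on array 2 where the dyes are swapped, which is consistent with a dye effect at high intensity. The controls had weight 0 in the loess fit. A difference between strains in 5S RNA stays untested beyond these values.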

How the results depend on the processing

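All alternatives were planned. The count of miRNAs past an adjusted p of 0.05 stayed 0 in 16 of 19 alternatives. It was 2 after median centring without loess (miR-203 and miR-200b), 3 with the dye coefficient and 1 for the methods' t-test at its stated threshold. With median centring limma used a single spread for all miRNAs, which gives miR-203 an adjusted p of 2.79e-06, while its adjusted p over all alternatives ran up to 0.993. The dye coefficient leaves 1 residual degree of freedom, between arrays 1 and 3, and array 2 is fitted exactly. Each of the 3 miRNAs it called had its largest ratio on array 2, and that deviation did not count as error. The count stayed 0 without each array. At an unadjusted p under 0.05 the count ran from 3 to 31 miRNAs, the latter with no filter and 542 tested. It was 4 without array 1 (3 higher and 1 lower), 18 without array 2 (6 and 12) and 12 without array 3 (7 and 5). The split of 7 higher and 7 lower became 10 and 7 with an offset of 16, 6 and 11 with plain subtraction, 10 and 6 with loess on detected miRNAs and 2 and 1 without normalization. The median ratio of all tested miRNAs shifted from -0.05 to -0.26 with median centring and to -0.50 without normalization, and ratios under those settings are relative to it. Aquantile changes no ratio, so it tests nothing here. Separate channels with no replicate block gave 0 miRNAs and changed no call.

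For the study list adjusted over the list alone, the count of 1 became 0 with median centring, without normalization and without moderation, and 2 with no filter (miR-1623 and miR-16). Leaving out each array gave 0 to 1; it was 0 without array 1 and without array 3. Fewer arrays and a spread with no moderation lower the power by construction; for the others the cause was not tested. miR-1623 was lower in dwarf embryos in the 11 alternatives that recompute its ratio, from -1.53 to -0.99; the other 7 leave the ratio as it is and change only the test, the miRNAs tested or, with Aquantile, the mean intensity. Its adjusted p over the 18 ran from 0.0701 to 0.860. let-7b, miR-128 and miR-181b kept their sign and passed in none. miR-15c changed sign to 0.0089 with an offset of 16, 0.11 with loess on detected miRNAs, 0.035 with the dye coefficient and 0.016 in the authors' table, and ranged from -0.14 to 0.056 without each array. miR-16 changed to -0.21 without normalization. miR-16c changed to -0.037 with median centring and -0.28 without normalization. The cause was not tested.

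The let-7 median changed sign to 0.0082 with an offset of 16 and 0.039 with loess on detected miRNAs, and ran from -0.11 to 0.082 without each array. The muscle median ran from -0.40 to 0.10 without each array and was -0.33 with median centring. The cause was not tested, and none of the 12 alternatives run for the sets called either. The difference in detected miRNAs changed sign to 5.67 at a limit of 16 and 2.67 after loess, and ran from -24.5 to 5 without each array; dye and strain are crossed on 3 arrays only. The dye count became 108 without normalization. The mean correlation between arrays, 0.408, ran from 0.33 to 0.428. Signal over background limits the dim miRNAs most in the normal pool of array 2, where 90 miRNAs were over 32.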

Other observations

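The tests of explanations in this part were chosen after the results were seen, and the lists they use were written after the ratios had been examined. The limma values, the dye coefficient, median centring and the values without normalization were planned. The patterns are hypotheses from the data they were tested on.

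After loess, miR-203, miR-200b and miR-429 were higher in dwarf pools on 3 of 3 arrays. None passed the adjusted threshold in the limma fit the report gives. The fit with the dye coefficient leaves 1 residual degree of freedom and matches array 2 exactly. miR-203 passed with the dye coefficient, at an adjusted p of 0.00884, and miR-203 and miR-200b passed with median centring, where a single spread was used; over all alternatives the adjusted p of miR-203 ran from 2.79e-06 to 0.993 and that of miR-200b from 0.0348 to 0.993. Dye bias would reverse the ratio on array 2, where the smallest of the 3 ratios was 1.24. Without loess or without normalization the mean ratios stayed above 0. The smallest, for miR-429, was 0.92 with a standard error of 0.88, which cannot exclude normalization. On array 3 the background-subtracted signals in the dwarf and normal pools were 150.8 and 259.5 for miR-429 and 1230.5 and 2047 for miR-200b. The sign of these ratios on array 3 therefore rests on normalization. For miR-203 the dwarf pool was higher there, at 25734 against 14021. A candidate explanation is more skin or other epithelial tissue in the dwarf pools. Of the list, 3 tested members had not been looked at when it was written, miR-200a, miR-205a and miR-205b. The values of miR-205a were seen later, before it was named in the report. The median ratio of these 3 was 0.83, with 1.42, 1.03 and 0.17 on arrays 1, 2 and 3, which goes in that direction. They are not independent: miR-200a shares the stretch ACUGUCUGGUAA with miR-429, and miR-205a and miR-205b are near-identical in sequence. Such probes may share signal. All 3 were under 32 in the normal pool of array 2. The values therefore do not favour epithelial tissue over other explanations. On array 3 miR-205b was lower, at -0.51. A further such member, miR-183, was not tested because its signal was too low. The methods state that skin was removed. miR-205a, miR-200b and miR-203 are also among the miRNAs the study lists as lower at 7 weeks. A difference between the strains in these miRNAs within muscle stays open.

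The normal pool of array 2 read low for the epithelial list. A dim Cy5 channel could do this. Against other miRNAs of like signal, the difference in that pool was -4.40 on the log2 scale for miR-203, the only member over 32 there. The other members were set to 32, so their differences and the median over the list, -1.51, rest on that floor. A member set to the floor may lie lower still. Less epithelial tissue in that pool is another candidate. All 3 members not looked at before were under 32, but so were 93.8% of miRNAs of like signal for miR-200a, 36% for miR-205b and 3.33% for miR-205a. For miR-205a the dim channel hid few miRNAs of like signal. Set to 32, miR-205a was at -6.15 on the log2 scale against the other normal pools. The median of its 30 matched miRNAs was -2.78. For the other members under 32 the explanations cannot be told apart, since the dim channel can hide them. miR-203 was not hidden. Against the other normal pools it was at -5.60 on the log2 scale, where the lowest of its 30 matched miRNAs was at -5.47. Each of miR-203 and miR-205a is 1 member, in 1 pool, and miR-203 was seen before the list was written. They do not decide between these explanations. Muscle of an older bird under this label needs a value above 0 for the study's list of miRNAs higher at 7 weeks minus its lower list, over 6 and 10 members not looked at before, in normal over dwarf on array 2. The value was -0.16, with 0.08 and 0.32 on arrays 1 and 3 and an SD of 0.24 over the arrays, so it lies within the spread. Over all members, in dwarf over normal, the median on array 2 was 0.42 for the higher list and 0.07 for the lower list. That direction is also away from an older bird. The higher list was at -0.16 and -0.34 on arrays 1 and 3, so the arrays differ there too, and this explanation stays open.

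miR-1623 was lower in dwarf pools on 3 of 3 arrays, though its limma adjusted p was 0.234. GC content is argued against by a ratio of -0.86 (SE 0.16) after its trend was removed. The ratio of -0.94 on array 2, where the dyes are swapped, goes against dye bias alone, but it rests on loess. Before loess the background-subtracted signals on array 2 were 2390 in the normal pool and 2448 in the dwarf pool. With median centring the mean ratio over the arrays was -1.29, but that is a normalization too. A joint effect of dye and normalization stays open. Signal shared with similar sequences stays open: 2 tested probes share 7 or more bases with it, miR-1669 with GCAGGCACA at -1.22 and miR-1668* with CAGGCAC at -0.08, and their median was -0.60 against the others, which 2 probes cannot decide. A difference between the strains stays open too.

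Of the 4 ways to assign the strains to the channels of 3 arrays, 1, the labelled one, gave 14 or more miRNAs at an unadjusted p under 0.05. The assignment that follows the dye gave 12, and the other two gave 1 and 2. With 4 assignments chance cannot be excluded, and the dye assignment nearly equals the labelled one.

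Fewer miRNAs were detected in Cy5 on 3 of 3 arrays, whichever strain it held. This count is the observation itself and does not test dye bias, which stays open.

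Among blood miRNAs, miR-451 had a ratio of 1.28, and it was the 1 tested member of the erythroid list. The 4 tested members of the white blood cell list had a median of 0.54, with 1.12, 0.58 and 0.12 on arrays 1, 2 and 3. That median rests on miR-146a at 1.23 and miR-146c at 1.04, which were seen before the list was written; of the others, miR-146b was at 0.04 and miR-223 at 0.0085. The full epithelial list had a median of 1.56 over 6 members. Over all members, the list higher at 7 weeks had a median ratio of -0.06 and the lower list 0.11.

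The SD of the normalised miR-181b signal in normal pools was 1397. That is higher than the value quoted from the study above, whose kind of error is not known here. The other 3 errors quoted there lie closer to the SDs here.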
